A study of Homo sapiens with 18 samples.

How the data were processed

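Messenger RNA libraries of TC-32, TC-71 and A673 cells were prepared with a stranded kit per the labels, with 3 siNeg and 3 siFLI1 libraries per line. The series text also names a further line, ES-5838, and a further siRNA, siERG, which are not analysed here. The deposited tables hold 58381 rows each, named by a versioned Ensembl identifier and a symbol, and 58336 gene identifiers. For TC-32 and A673, the authors deposited expected counts, which the name of each table attributes to RSEM. For TC-71, the authors deposited counts, which the name of the table attributes to Subread. Neither kind is scaled to depth. The tool versions, the aligner, the genome build, the annotation release, the strand setting and any filter are not stated. All 18 library columns were used, and each library stands alone, with no pooling. The total counts per library, from 19685354 to 120993595, set the precision. A floor of 3 counts is the upper limit that a count of 0 allows, and it covers counting error only, since the reads carry no molecular identifiers.

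Expected counts were rounded to whole numbers. In R 4.3.3, each line was fitted alone with edgeR 4.0.16, using filterByExpr by group for low counts, TMM scaling, robust dispersion estimates and the quasi-likelihood F-test of siFLI1 against siNeg. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. Every adjusted p given is from edgeR by this procedure. Log2 fold changes are shrunken by the default prior count of 0.125, and standard errors are from the unshrunken coefficients. CPM are TMM-scaled, with SD over 3 replicates. A fold against a group whose libraries all held at most 3 counts was computed against that floor and is given as a lower bound. Where such a group held any counts, their counting error can exceed the floor, so the bound holds for the observed counts only. Whether the effect of siFLI1 differed between lines was tested by interaction contrasts in one model with a mean for each of the 6 groups. Genes were matched by identifier across the tables.

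The test of each comparison, the 4 gene lists named here, the rule for naming genes and the alternatives were chosen before the data were examined. The tests of technical and biological explanations were chosen afterwards. The named genes are FLI1, EWSR1, ETS1 and TNS3, and the members of the lists of fusion-activated, fusion-repressed, ETS family and tensin genes. Outside the lists, they are the 5 genes higher and the 5 lower with the largest smallest change over the 3 lines. These had to be called in the same direction in each line, with a mean log2 CPM of at least 1 and no overlap between siRNAs. For each pair of lines, the 2 genes with the largest opposite changes were added. FMNL1, the proliferation genes, MKI67, TOP2A, MCM2, E2F1, CDK1, the olfactory receptor genes, XIST, RPS4Y1 and DDX3Y were chosen after values had been seen.

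The alternatives were RLE factors, library size alone, no low-count filter, a mean of at least 10 counts, DESeq2 1.42.0, limma-voom (limma 3.58.1) and unrounded expected counts. Others were the replicate number as a block, leaving out each library in turn, a 2-fold threshold for shared genes, and only the 12 libraries of the lines compared. Positions, exon lengths, GC content and exon overlaps came from GENCODE release 44 (GRCh38), where 57754 of 58336 gene identifiers were found, read with Python 3.11.15. GC and length trends were removed per library with a lowess curve of span 0.3 on log2 CPM computed with 0.5 counts added. For depth, all 18 libraries were thinned at random to 19685354 counts. Other splits of the libraries were counted over the 10 splits per line, or over 100 drawn splits for results on several lines. Random lists matched on expression were drawn 10000 times from 20 bins. The 3 fits of single lines and both interactions with TC-32 were tested on simulated data with 200 genes changed 2-fold: they recovered between 98% and 100% of these, and between 2.93% and 6.54% of the calls were false. The interaction of A673 and TC-71 was simulated with 0 differing genes only, and gave 0 calls, with 929 genes at an unadjusted p under 0.05. The simulated changes were as many up as down, in genes with many counts, with the same dispersion of 0.002 for all genes. In the real data, between 71% and 81.4% of the genes tested in a line changed. The simulated error rates therefore do not carry over to changes as broad as these.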

Results

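RNA sequencing measured transcript abundance in 3 cell lines of Ewing sarcoma, a tumour of bone and soft tissue. The lines, TC-32, TC-71 and A673, carry a fusion of EWSR1 to FLI1, a gene of the ETS family of transcription factors. In each line, 3 libraries came from cells given a small interfering RNA against FLI1 (siFLI1), which also reaches the fusion transcript. Another 3 came from cells given a negative control (siNeg), and both RNAs were used at 20 nM. The 18 libraries therefore formed 6 groups of 3. Total counts ranged from 24102487 to 33669271 per library in TC-32, from 19685354 to 37234528 in TC-71 and from 114564479 to 120993595 in A673. The columns of the TC-32 and TC-71 tables carry the siRNA, the replicate and 48 h but not the line, so the line of these 12 libraries rests on the name of the table. The A673 columns carry the line and no time. Over the 18 pairs of replicates, the lowest Pearson correlation of log2 CPM (counts scaled to the library total) across genes was 0.991. The lowest chi-square per degree of freedom was 2.52, so each pair differed by more than sampling noise. The first principal component separated the siRNAs in every line and carried 93.2% of the variance in TC-32, 90.6% in TC-71 and 90.8% in A673.

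The first comparison asked whether the siRNA lowered its target. FLI1 (ENSG00000151702.16) lies on chromosome 11 from 128686535 to 128813267 in GENCODE release 44 (GRCh38), and its reads come from the fusion and from any unfused transcript alike. It shares 4.1% of its exon bases with genes on the opposite strand. All coordinates given are from that annotation, since the build used for the tables is not stated. In TC-32, FLI1 fell from 45.3 ± 2.46 to 22.1 ± 0.465 CPM (SD, n = 3 per group), a log2 fold change of -1.03 (SE 0.0637, edgeR adjusted p = 1.85e-13). In TC-71 it fell from 50.9 ± 2.61 to 18.3 ± 1.43 CPM, a log2 fold change of -1.47 (SE 0.0684, edgeR adjusted p = 8.88e-18). In A673 it fell from 76.2 ± 0.733 to 17.9 ± 0.350 CPM, a log2 fold change of -2.09 (SE 0.0419, edgeR adjusted p = 2.02e-16). The level left was 48.9% of siNeg in TC-32, 35.9% in TC-71 and 23.5% in A673. Levels are compared across lines with the limit that the tables were quantified separately and, for TC-71, with another counter. The alternative that moved these values most was library size alone in A673, with -2.19. EWSR1 (ENSG00000182944.17, chromosome 22, 29268009 to 29300525) also fell in each line, with log2 fold changes of -0.39 in TC-32 (edgeR adjusted p = 2.12e-09), -0.16 in TC-71 (0.000537) and -0.37 in A673 (3.36e-07).

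The study concerns ETS1, another ETS family gene. ETS1 (ENSG00000134954.14, chromosome 11, 128458761 to 128587558) shares no exon bases with another gene. It rose in TC-32 from 11.3 ± 0.869 to 54.7 ± 1.34 CPM (SD, n = 3 per group), a log2 fold change of 2.27 (SE 0.0700, edgeR adjusted p = 1.48e-19). In TC-71 it rose from 8.65 ± 0.647 to 20.7 ± 1.54 CPM, a log2 fold change of 1.26 (SE 0.0893, edgeR adjusted p = 1.93e-13). In A673 it rose from 3.17 ± 0.218 to 121 ± 5.63 CPM, a log2 fold change of 5.25 (SE 0.0606, edgeR adjusted p = 4.16e-19). The siFLI1 and siNeg libraries did not overlap in any line. Over the alternatives, the log2 fold change ranged from 2.20 to 2.31 in TC-32, from 1.20 to 1.29 in TC-71 and from 5.15 to 5.30 in A673.

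TNS3 encodes tensin 3, a focal adhesion protein, and is known from the study as a gene downstream of ETS1. TNS3 (ENSG00000136205.16, chromosome 7, 47275154 to 47582558) shares no exon bases with another gene. In TC-32 it rose from 47.8 ± 2.96 to 647 ± 28.9 CPM (SD, n = 3 per group), a log2 fold change of 3.76 (SE 0.0513, edgeR adjusted p = 3.61e-26). In A673 it rose from 0.0555 ± 0.0130 to 1.18 ± 0.362 CPM, a log2 fold change of 4.38 (SE 0.314, edgeR adjusted p = 2.38e-09). The A673 siNeg libraries held 5 to 8 TNS3 counts and the siFLI1 libraries 97 to 181. The alternative that moved the A673 value most was leaving out siFLI1 replicate 2, with 4.14. In TC-71 the counts were 0 to 3 in siNeg and 0 to 1 in siFLI1. A fall of TNS3 was therefore not detectable in TC-71 at this depth, where the floor of 3 counts lay between 0.0806 and 0.152 CPM. Nor was a rise within this floor. A rise above the floor was not seen, although ERG rose from 0 counts to 16 to 27 in the same libraries.

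**Figure D1:**
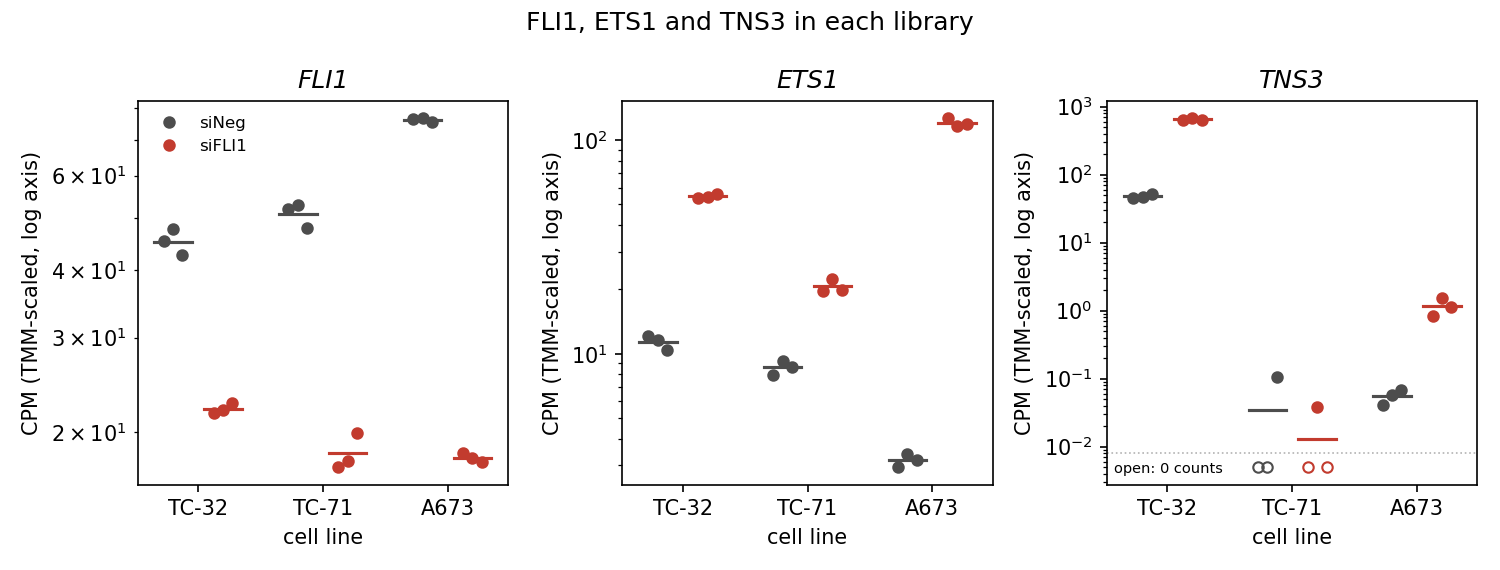
CPM after TMM scaling (log axis) of FLI1, ETS1 and TNS3 in each of the 18 libraries, by cell line and siRNA, with a bar at each group mean and open symbols for libraries with 0 counts. FLI1 was lower and ETS1 higher in every siFLI1 library than in every siNeg library of the same line, and no TC-71 library held more than 3 TNS3 counts.

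Across all genes, edgeR tested 16227 genes in TC-32, 17085 in TC-71 and 18444 in A673. At a Benjamini-Hochberg adjusted p under 0.05, 13203 genes changed in TC-32 (81.4%), of which 6698 were higher and 6505 lower in siFLI1. In TC-71, 12283 genes changed (71.9%), 6295 higher and 5988 lower. In A673, 13096 genes changed (71%), 6565 higher and 6531 lower. At least 2-fold changes were fewer, with 6095 genes in TC-32 (3566 higher, 2529 lower), 4006 in TC-71 (2404 higher, 1602 lower) and 4269 in A673 (2449 higher, 1820 lower). The libraries of the siRNAs did not overlap for 82.6% of tested genes in TC-32, 73.9% in TC-71 and 73.6% in A673, where chance gives 10%. The median biological coefficient of variation was 5.50% in TC-32, 5.31% in TC-71 and 5.06% in A673. The alternative that moved the TC-32 count most was the absence of a low-count filter, with 14690 genes. Scaling to library size alone moved the median log2 fold change of all A673 genes from -0.0066 to -0.11, and the share of higher genes among the A673 calls from 50.1% to 40.9%.

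A pair of gene lists, fixed in advance from general knowledge of the fusion, asked whether genes known to be activated or repressed by it moved accordingly. Of 15 activated genes, 13 were lower in TC-32, 14 in TC-71 and 15 in A673, and the counts adjusted over the list alone were the same. In TC-32, IGF1 and XG were higher, with log2 fold changes of 1.32 and 0.55, and in TC-71 GLI1 was not past the threshold (-0.12, edgeR adjusted p = 0.123). The median log2 fold change of the list was -2.21 in TC-32, -1.42 in TC-71 and -2.12 in A673. Of 12 repressed genes, 11 were higher in TC-32, where TNC did not change (0.0021, edgeR adjusted p = 0.961), and 12 were higher in A673. In TC-71, the 10 tested were higher, while DKK1 and IGFBP3 had at most 3 counts in any library and were not tested. Adjusted over the list alone, these counts were again 11, 12 and 10. The median log2 fold change was 3.01 in TC-32, 3.60 in TC-71 and 3.52 in A673. Exon bases on the opposite strand are shared with other genes for 82.5% of IGF1, 44% of NKX2-2, 32.5% of CCK, 10.4% of CCND1 and 10.2% of DKK1, and on the same strand for 22.7% of FOXO1. The strand setting of the counting is not stated, so the counts of these genes are uncertain.

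Of 28 ETS family genes, 20 were tested in TC-32, of which 10 were higher and 9 lower. In TC-71, 18 were tested, with 8 higher and 6 lower, and in A673, 22 were tested, with 8 higher and 11 lower. Adjusted over the list alone, the counts were the same. ETS1 and ELK3 were higher in each line, and FLI1, ELK1 and GABPA were lower in each line, although GABPA shares 12.1% of its exon bases with a gene on the opposite strand. Without siFLI1 replicate 2, GABPA in TC-71 was no longer past the threshold, with -0.15. ERG in TC-71 was at least 4.37-fold higher, from 0 counts in siNeg to 16 to 27 in siFLI1, and FEV in A673 was at least 31.2-fold lower. Of the 4 tensin genes, TNS2 was higher in TC-32, TC-71 and A673, with log2 fold changes of 3.11, 2.24 and 2.17. TNS1 was lower in TC-71 (-1.75) and A673 (-1.07) and not past the threshold in TC-32 (-0.032, edgeR adjusted p = 0.550), where library size alone gave 0.012. TNS4 was lower in TC-71 (-1.21), but not past the threshold without siNeg replicate 1 (-0.97), and it was not past it in TC-32 (0.39, edgeR adjusted p = 0.317) and not tested in A673.

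The next comparison asked which changes the lines shared. Of 14233 genes tested in all 3 lines, 7341 were called in all 3, and 5393 of these changed in the same direction, 2693 higher and 2700 lower. If calls and directions were independent between lines, 1644 genes would be expected. The other 1948 genes called in all 3 changed in mixed directions. With a 2-fold threshold in each line added, 1105 genes were shared, 712 higher and 393 lower. Across these 14233 genes, which are not independent replicates, the log2 fold changes of TC-32 and A673 correlated with Pearson's r of 0.588 and Spearman's rho of 0.521. For TC-32 and TC-71 the values were 0.660 and 0.678, and for A673 and TC-71 they were 0.642 and 0.566. The lines share no control libraries. Among genes called in both lines of a pair, the direction was the same for 75.6% of 9003 genes in TC-32 and A673, 85.9% of 9183 in TC-32 and TC-71 and 80.1% of 8419 in A673 and TC-71.

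**Figure D2:**
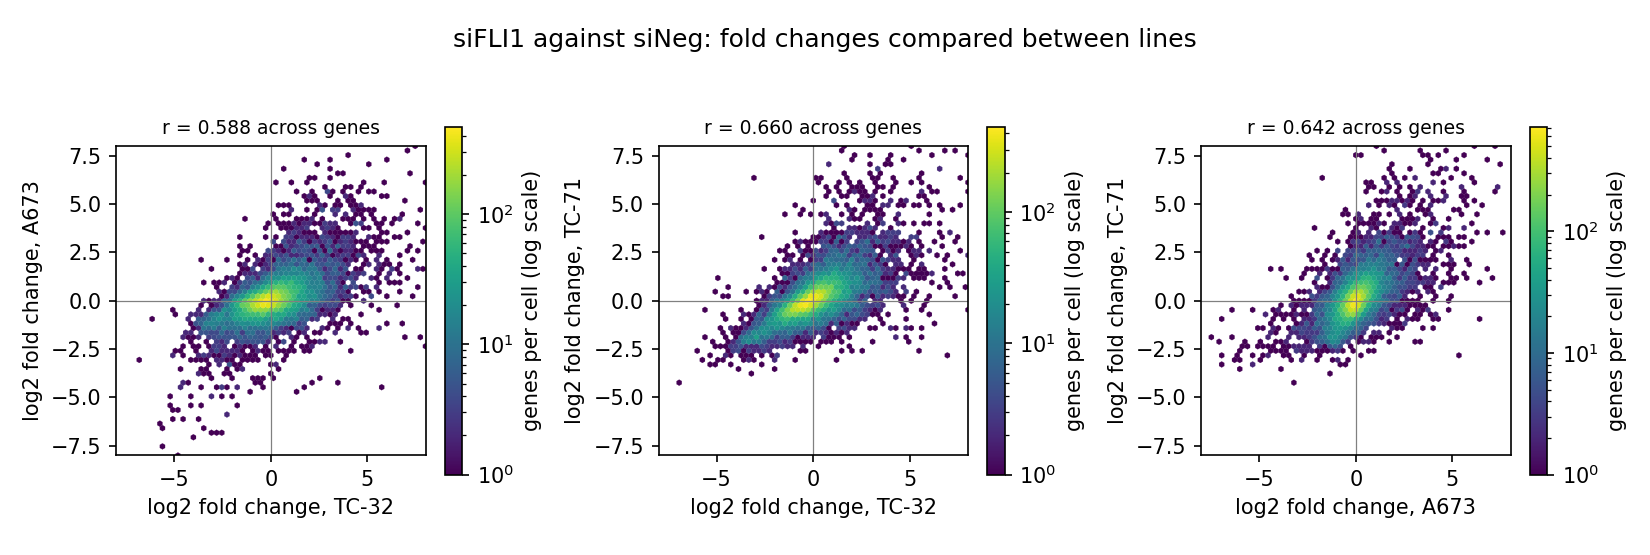
Log2 fold change (siFLI1 over siNeg) of 14233 genes in one line against another, for the 3 pairs of lines, with colour for the number of genes per cell on a log scale. The changes were positively correlated in each pair, with r from 0.588 to 0.660 across genes, and 39 genes beyond 8 on an axis are not drawn.

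The 5 genes with the largest shared rise and the 5 with the largest shared fall, ranked by the smallest change over the lines, were named by a fixed rule. CPA4 was at least 424-fold higher in TC-32 and at least 185-fold higher in TC-71, with a log2 fold change of 10.81 in A673. LRRC15 was at least 43.3-fold higher in TC-71, with log2 fold changes of 7.56 in TC-32 and 7.90 in A673. ITGA11 was at least 126-fold higher in TC-71, with log2 fold changes of 5.74 in TC-32 and 6.07 in A673. MGP rose by 8.36, 5.89 and 7.44 on the log2 scale in TC-32, TC-71 and A673, and GPRC5A by 5.91, 5.89 and 7.25. PHOSPHO1 had log2 fold changes of -4.99 in TC-32, -3.12 in TC-71 and -6.11 in A673. CYP4F22 (-4.58, -2.88 and -4.44), PRRT4 (-3.71, -2.87 and -3.79) and DLGAP1 (-3.37, -3.07 and -2.87) fell in the same order of lines. AL844908.5, the long noncoding gene ITGB2-AS1, fell as well (-3.20, -2.94 and -4.92), but shares 13.2% of its exon bases with genes on the opposite strand. Among these genes, the highest edgeR adjusted p in any line was 5.15e-16.

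The last comparisons asked whether the effect of siFLI1 differed between lines, by an interaction test over 19610 genes in one model of all 18 libraries. The effect differed at an adjusted p under 0.05 for 12179 genes between TC-32 and A673, 10504 between TC-32 and TC-71 and 10123 between A673 and TC-71. The alternative that moved the first count most was leaving out TC-32 siNeg replicate 2, with 11773. Of the differing genes, 2326, 1322 and 1754 in the same order of pairs were called in opposite directions in the lines compared. The effects differed by at least 2-fold for 5364, 4009 and 3309 of them. In the same order, 11308, 9634 and 9491 were also tested in the single fits of both lines. FLI1 fell less in TC-32 than in A673 by 1.08 on the log2 scale (edgeR adjusted p = 4.11e-14) and less than in TC-71 by 0.43 (6.67e-05). ETS1 rose more in A673 than in TC-71, by 3.96 (edgeR adjusted p = 1.95e-25), and more in TC-32 than in TC-71, by 1.00 (7.46e-10). The difference between TC-32 and A673 was -2.96 (edgeR adjusted p = 1.56e-23). The TNS3 effects of TC-32 and A673 differed by -0.57, which was not past the threshold (edgeR adjusted p = 0.251). Only without A673 siFLI1 replicate 1 was it (-0.77, edgeR adjusted p = 0.0385), and over the alternatives the adjusted p ranged from 0.0385 to 0.519.

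The genes with the largest opposite changes were named for each pair by the same rule. Between TC-32 and A673, ANKRD24 rose by 3.48 on the log2 scale in TC-32 and had a log2 fold change of -4.30 in A673. The long noncoding gene LINC00707 (ENSG00000238266.1) had -2.78 in TC-32 and 4.36 in A673, and shares 14.0% of its exon bases with genes on the same strand. Between TC-32 and TC-71, IL33 had -3.14 in TC-32 and was at least 35.4-fold higher in TC-71. CTD-2020K17.1, the long noncoding gene FMNL1-DT, was at least 28.7-fold higher in TC-32 and had -2.58 in TC-71, and shares 14.3% of its exon bases with FMNL1 on the opposite strand. Between A673 and TC-71, PCDH9 had -2.28 in A673 and 2.23 in TC-71, and PGF had -2.05 and 2.51. For these 6 genes, the highest edgeR adjusted p of the interaction in the named pair was 4.61e-18.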

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

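The tests chosen only after the result was seen were the comparisons of counting tools, the scaling of the interaction counts, the count of opposite 2-fold changes, the side of FLI1 in each library, the table as batch, the stated times, the LINC00707 overlap, the EWSR1 tests, and for TNS3 the tests of ETS1 level, counter and locus.

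The effect of siFLI1 differed between lines for 12179 genes between TC-32 and A673, 10504 between TC-32 and TC-71 and 10123 between A673 and TC-71, each a difference past the threshold of an interaction test. In 1 of 100 splits drawn within the lines, the real one, the TC-32 and A673 count was as large. For A673 and TC-71 it was also 1 of 100, and for TC-32 and TC-71 it was 2 of 100. The second of these, with 12168 genes, grouped both lines by siRNA with the names swapped in one line. One split of the same kind gave 12061 genes for TC-32 and A673. Among splits not grouped by siRNA in both lines, the highest counts were 8538, 9892 and 7241 in the order of pairs given. Mixing the siRNA labels removes the siRNA effect from a line and does not make the effects of the lines equal. These splits therefore cannot show how often lines with equal effects would give such counts, and no conclusion is drawn from them. Thinning all libraries to equal depth gave 10570, 9789 and 8467 genes, which argues against depth as the whole source. Removing each library's GC trend gave 12732, 10971 and 10976 genes, and removing the length trend gave 12287, 10545 and 10181. The lower of the counts under RLE factors and library size alone was 12156, 10317 and 10174, so the size of the counts did not rest on the scaling chosen. A similar count does not show that the same genes were called. Scaling is therefore not excluded as a source of which genes differed.

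The counting tool cannot explain the count of TC-32 and A673, 12179, the largest of the 3 pairs, since both tables are from RSEM. For the pairs with TC-71, no library was counted with both tools, so the tool cannot be told apart from the line. Among 5073 genes with whole expected counts and no exon overlap, the share that differed was 44.5% between TC-32 and TC-71, against 53.6% of all genes. Between A673 and TC-71 it was 44.2%, against 51.6%, and between TC-32 and A673, from the same tool, it was 50.9%, against 62.1%. The fall in share of 9.07 and 7.41 percentage points in the pairs with TC-71 was thus no larger than the 11.2 in the pair with the same tool. FLI1 lay on the side of its label in 18 of 18 libraries, which argues against swapped siRNA names within a line. The experiment batch stays open: 0 lines were measured in more than 1 table, so the line cannot be told apart from the table and its batch. The column names of all 12 TC-32 and TC-71 libraries carry 48 h, which argues against the time after transfection for that pair. For both pairs with A673, the time cannot be told apart from the line, since 0 of the A673 column names carry one. The difference between the lines themselves is the biological explanation the design names, and it stays open as well.

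If responses were proportional to depletion, a stronger depletion of FLI1 in one line would scale the same changes. On that assumption, which was not tested, it leaves genes called at least 2-fold in opposite directions unexplained. Among genes of log2 CPM 1 or more with a differing effect, there were 64 of these between TC-32 and A673, 65 between TC-32 and TC-71 and 32 between A673 and TC-71. Leaving out single libraries gave 61 to 67, 62 to 67 and 29 to 36. Among genes changed in the same direction by a different amount, the share that changed more in the line with the larger FLI1 fall was 24.3%, 22.5% and 36.9%, under a majority in each pair. FLI1 transcript, fused and unfused alike, is the measure of depletion here, and protein was not measured.

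For the fixed lists, the effect of siFLI1 differed for 14 of 15 fusion-activated genes between TC-32 and A673, 14 between TC-32 and TC-71 and 15 between A673 and TC-71. Of 12 fusion-repressed genes, it differed for 11, 10 and 11 in the same order of pairs. Of 22 ETS family genes tested, it differed for 15, 17 and 17, and of 4 tensin genes for 3, 4 and 3. The counts with TC-71 include DKK1, IGFBP3, ETV7 and TNS3. These genes had at most 3 counts in any TC-71 library and were not tested in the fit of TC-71 alone. Of the 10 genes named for a shared change, it differed for 5, 5 and 7. Single gene effects were taken up where FLI1, EWSR1, ETS1, TNS3, a gene named for opposite changes in that pair, or an activated, repressed or ETS family gene called in opposite directions differed in the interaction test, which gave 33 effects of 20 genes. Outside TNS3, the highest edgeR adjusted p among them was 0.000404. Of the 33, the number that kept their direction and an adjusted p under 0.05 was 33 with equal depth, 32 without the GC trend and 30 without the length trend. Those lost were EWSR1 between TC-32 and TC-71 for GC, and for length both TNS3 differences with TC-71 and EWSR1 between A673 and TC-71. As for the counts, the line cannot be told apart from the table and batch for these genes.

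Between TC-32 and A673, the log2 difference was 1.08 for FLI1, -2.96 for ETS1, 7.81 for ANKRD24, -7.12 for LINC00707 and 1.47 for ELF1. It was 2.96 for ETS2, -1.94 for ETV1, -1.08 for ETV4, 0.71 for ETV6, 6.04 for IGF1 and 3.62 for XG. Between TC-32 and TC-71, it was 0.43 for FLI1, -0.24 for EWSR1, 1.00 for ETS1, -0.79 for ELK4, 2.72 for ETS2, -2.97 for ETV1, -1.23 for ETV3, 3.51 for ETV5, 2.08 for IGF1 and 1.96 for XG. For genes with a group at or under 3 counts only the edgeR adjusted p is given, which was 0.0447 for TNS3, 4.69e-23 for IL33 and 4.61e-18 for CTD-2020K17.1. Between A673 and TC-71, the log2 difference was -0.65 for FLI1, -0.24 for EWSR1, 3.96 for ETS1, -4.54 for PCDH9, -4.59 for PGF, -0.80 for ELF1, -1.39 for ETV3 and -1.44 for ETV6. For TNS3 the edgeR adjusted p was 0.032.

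Reads of overlapping genes may explain the FMNL1-DT difference. FMNL1, which shares exon bases with it on the opposite strand, had a log2 fold change of 4.24 in TC-32, where FMNL1-DT rose, and of -1.83 in TC-71, where FMNL1-DT fell. In A673, FMNL1 rose by 1.29 on the log2 scale (edgeR adjusted p = 1.86e-05), while FMNL1-DT held 0 to 6 counts in siNeg and 4 to 5 in siFLI1 and was not tested. Shared regulation would look the same. For LINC00707, 0 of the genes that share its exon bases have a row in the tables, so reads of overlapping genes cannot be told apart from its own.

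TNS3 differed in level between the lines although ETS1 rose in each. The A673 siFLI1 libraries had 2.46% of the TNS3 CPM of the TC-32 siNeg libraries, while their ETS1 CPM was 10.6 times higher. This argues against the ETS1 transcript level alone setting the TNS3 level across lines. It leaves open that ETS1 raises TNS3 within a line. The TNS3 expected count was whole in 12 of 12 RSEM libraries, which argues against reads shared with copies. The A673 siFLI1 libraries had 0.182% of the TNS3 CPM of the TC-32 siFLI1 libraries, both from RSEM tables, so the counter does not explain this. The lowest TNS3 count in an A673 siFLI1 library was 97, which argues against loss of the locus in A673. In TC-71, with 4 reads over the 6 libraries, loss of the locus and silence cannot be told apart. Both TNS3 differences with TC-71 rest on few reads. Without TC-71 siNeg replicate 3, the edgeR adjusted p was 0.939 against TC-32 and 0.957 against A673. Over the alternatives it ranged from 0.000485 to 0.939 and from 0.00015 to 0.957.

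The EWSR1 fall differed by little between lines. With the GC trend removed, the difference between TC-32 and TC-71 had an edgeR adjusted p of 0.0819, against 0.00162 without the length trend and 0.00361 at equal depth. With the length trend removed, the difference between A673 and TC-71 had 0.0932, against 0.0106 without the GC trend and 0.00117 at equal depth. These trends may therefore account for the EWSR1 differences. Reads of the fusion transcript counted under EWSR1 could give the fall itself. An EWSR1 CPM loss per FLI1 CPM lost can be predicted from exon lengths if read coverage is even. EWSR1 exons 1 to 7 (862 bases) over all bases of FLI1 exons 6 to 9 (2983) gave 0.289. Over the 701 coding bases of those FLI1 exons alone, which leaves out their untranslated bases, it was 1.23. A break after EWSR1 exon 10 raised this coding limit to 1.59. The measured ratio was above 0.289 in each line. It was 1.23 in TC-71 (1.18 to 1.31 with single libraries left out), at the lower coding limit. In A673 it was 1.38 (1.25 to 1.46), between the coding limits, and in TC-32 3.41 (3.26 to 3.53), above both. With even coverage of whole exons and a break after exon 7, fusion reads alone would fall short of the EWSR1 loss in each line. The coverage along the transcript was not measured, and the labels do not state the breakpoint in any line. Fusion reads can therefore not be told apart from a fall of the unfused EWSR1 transcript in the 3 lines.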

How the results depend on the processing

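The 237 results were recomputed under each alternative that applied to them, all planned in advance. Of the 3494 values this gave, 3456 kept the direction and the side of the threshold or, for counts, stayed within 1.5 times. Of the 27 values that answer a comparison, 26 kept both, or a count within 1.5 times, under every alternative run. The exception was the number of genes changed in the same direction in all 3 lines, which went from 5393 to 1105 with a 2-fold threshold added in each line, a stricter criterion by construction. Leaving out single libraries gave 5186 to 5492. Over the alternatives, the genes changed ranged from 12695 to 14690 in TC-32, from 11502 to 13141 in TC-71 and from 12352 to 14043 in A673, with the highest value without a low-count filter in each line. The interaction counts ranged from 11773 to 12466, from 10080 to 10766 and from 9522 to 10658.

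Among the values for single genes, 22 fell below the threshold, 2 passed it and 13 had the reverse direction, all 13 for genes not past the threshold to begin with. TC-32 TNC (0.0021) went to -0.019 without a low-count filter, and from -0.034 to 0.025 across the fits that each left out one library. With library size alone, TC-32 TNS1 went to 0.012, A673 ELK4 to -0.052 and A673 ETV5 to -0.033. TC-71 ELF4 went from -0.020 to 0.015 without siFLI1 replicate 3, the highest of the fits that each left out one library, against a lowest of -0.047. TC-71 ETV2 (-0.024) went to 0.062 with limma-voom, and from -0.34 to 0.18 across the fits that each left out one library. The cause was not tested. Single libraries also decided the calls of TC-71 ELK4 (0.19, but 0.14 to 0.16 without siFLI1 replicate 2, siNeg replicate 1 or siNeg replicate 3), TC-71 GABPA (-0.19, but -0.15 without siFLI1 replicate 2), TC-71 TNS4 (-1.21, but -0.97 without siNeg replicate 1), TC-71 ERF (0.077, but past the threshold at 0.14 without siFLI1 replicate 3) and A673 ETV7 (0.87, but not past it at 0.64 to 0.87 without siFLI1 replicate 1, siFLI1 replicate 2 or siNeg replicate 3, or at 0.88 with DESeq2).

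With the replicate number as a block, 13053 genes changed in TC-32, 12048 in TC-71 and 12467 in A673, with 5155 shared, and the interaction counts were 11799, 10105 and 9574. The block changed 0 of 237 calls. Samples with the same number did not deviate together, with correlations from -0.0784 to 0.0422 in the lines, so they share only a number.

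TNS3, DKK1 and IGFBP3 had at most 3 counts in any TC-71 library. A fall of these genes, or a rise within that floor, was therefore not detectable there at this depth. A rise above the floor was not seen. The low-count filter removed TNS3 from the fit of TC-71 alone, so there was no value to compare and the alternatives were not run for it there. The interaction model did include it. The differences of TNS3 between TC-71 and the other lines fell below the threshold in 10 alternatives against TC-32 and 3 against A673, all of them fits without one library.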

Other observations

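The tests chosen only after the result was seen were the scaling test for the breadth of change, the gain per kilobase for genomic DNA, and the random lists for the proliferation genes.

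The split of the 6 libraries of a line by siRNA was 1 of 10 splits for TC-32, for TC-71 and for A673 that gave as many genes, a share that cannot be under 0.1 in this design. The other 9 splits gave 0 genes at an adjusted p under 0.05, and at an unadjusted p under 0.05 at most 22 in TC-32, 128 in TC-71 and 117 in A673. For the genes changed in the same direction in all 3 lines, 1 of 100 drawn splits, the real one, gave as many. The others gave 0, and at an unadjusted p under 0.05 at most 2. A split that mixes the siRNAs within a group puts the large siRNA effect into the spread, so it could hardly give calls. These shares therefore do not show how often chance alone would give such counts.

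TC-32 had the largest share of tested genes changed at least 2-fold, 37.6% against 23.5% in TC-71 and 23.2% in A673, and the smallest fall of FLI1 transcript. Among genes of log2 CPM 5 or more, the share was 28.4% in TC-32, 15.6% in TC-71 and 11.2% in A673, which argues against low counts. The lower of the TC-32 shares with RLE factors and library size alone was 37.59%, which argues against the choice among these scalings. With all libraries thinned to equal depth the TC-32 share was 37.2%, which argues against depth. The line and the batch cannot be told apart, since 0 lines were measured in more than 1 table. The time after transfection is open only against A673, whose columns carry none, since all 12 TC-32 and TC-71 columns carry 48 h.

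Long noncoding genes rose in TC-32, with a median log2 fold change of 0.43 over 1493 genes, against 0.032 in TC-71 and -0.17 in A673. At equal depth the TC-32 median was 0.42, and over genes with no exon overlap it was 0.38, which argues against depth and overlapping genes. A first test of genomic DNA counted olfactory receptor genes with a read at equal depth. It gave 10.7 ± 2.08 of 392 in siNeg and 16.3 ± 1.53 in siFLI1 (SD, n = 3 per group), the direction genomic DNA predicts, although their reads fell from 68.7 to 51.7. A second test, chosen after the first was seen, asked how many reads these genes gained. The 373 olfactory receptor genes without a read in siNeg, which could not fall, gained a mean of 0.00827 reads per kilobase of exon. Over all 392 the mean gain was 0.00343. The 1493 long noncoding genes gained a mean of 4.15 and a median of 2.01 (1.92 to 2.23 with single libraries left out). Genomic DNA as the whole source is argued against by the second test only. The rise may be one of low-expressed genes as a class: protein-coding genes matched on expression rose more, with a median of 0.85, a difference of -0.42 (-0.56 to -0.32 with single libraries left out).

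A hypothesis was that siFLI1 lowers the share of cycling cells. The list of 12 proliferation genes (BUB1, CCNB1, CCNA2, PLK1, AURKB, RRM2, MCM4, MCM6, PCNA, TYMS, BIRC5 and UBE2C) was written after MKI67, TOP2A, MCM2, E2F1 and CDK1 had been seen to fall, so the test is not independent of that observation. All 12 were lower in each line, with medians of -3.26 in TC-32, -1.82 in TC-71 and -0.97 in A673, and 0 of 10000 random expression-matched lists had a median as low. With the GC or the length trend removed, the smaller fall was -3.22 in TC-32, -1.83 in TC-71 and -0.94 in A673. All 12 were lower with RLE factors and library size alone as well. CDKN1A, a cell cycle inhibitor that is also a member of the fusion-repressed list, rose by 3.18, 2.25 and 1.06 on the log2 scale in TC-32, TC-71 and A673. Fewer cycling cells may explain this, and so may lower transcription of these genes in every cell. The data do not separate these.

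XIST had 19090 to 33269 counts per library in TC-32 and 148905 to 169593 in A673, and 1 to 3 in TC-71. RPS4Y1 had 1 to 5 counts in TC-32, 0 in A673 and 3158 to 5540 in TC-71. DDX3Y had 0 to 3 in TC-32, 0 in A673 and 1386 to 3120 in TC-71.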
